A study of Homo sapiens with 9 samples.

How the data were processed

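The data were methylation calls over CpG islands in 9 samples of the Caki-1 line, 3 with wild type VHL, 3 VHL mutant clones and 3 of the same clone numbers with exogenous VHL. The deposited table gives, per the file headers, the count of methylated and the count of unmethylated calls for each island and sample. These are whole numbers that are not scaled to depth. The conversion chemistry, the aligner, the methylation caller, the genome build and any filter are not stated in the labels used here, and the column names say nothing of them. Columns were assigned to samples by name, with no column left over. Whether the authors removed duplicate reads is not stated, so intervals and floors below cover counting error only. They treat every call as independent, although a read can hold several calls.

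The file's last island lies beyond the last gene of the GRCh38 reference table on 16 chromosomes, so the file is not on that build. No gene names were assigned, the island at VHL was not placed, and coordinates are printed as the table gives them. Whether its starts count from 0 or 1 is not stated.

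The methylation fraction of an island was its methylated calls over all its calls. Islands with at least 10 calls in every sample were kept, 26673 of 27685, and 1012 were left out, of which 558 had no call in any sample. This minimum was set after summaries of each column had been seen, including mean counts per column, and before any comparison was made. The median length of the islands kept was 568 bp. The depth was 5.71 to 31.4 M (mega) calls per sample. The Wilson 95% interval of a sample's share of methylated calls reached at most 0.0395 points to either side, so counting error was small against the spread between samples.

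Groups were compared through each sample's mean over islands with a two-sided exact permutation test, whose smallest p-value for 3 against 3 is 0.1. Islands were tested with a quasi-binomial logistic F test of the calls of the 6 samples compared, with the dispersion as estimated per island and Benjamini-Hochberg adjustment at 0.05. The design had fixed this test for a table of counts, with limma on log2((m + 0.01)/(1 - m + 0.01)) of the fraction m as the alternative. Islands were also counted where groups did not overlap and differed by at least 10 points. The comparisons, tests and most alternatives were fixed before the data were examined. Added after the data were seen were coverage minimums of 1, 30 and 100 calls, a weight of 1 per call, a dispersion not below 1, alone or together with moderation across islands, thinning of each island's calls to its lowest coverage, the limma fits with all 9 samples and with a clone block, and the clone block with the dispersion not below 1. Below, a moderated dispersion was always kept from falling below 1 as well. The results with the dispersion as estimated, not below 1 and moderated had all been seen on the real data before the test on simulated data was run. The test fixed in advance was kept as the reported one.

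The island tests were tested on simulated data, drawn for the 26673 islands at the real coverage with a spread between replicates estimated from the data and 200 islands changed. With no change, the logistic test called 2 islands, and 0 with the dispersion not below 1 or moderated. With a change of 30 points it called 0 of the 200, and 0 with the dispersion not below 1, 27 with it moderated and 5 with limma. With a change of 60 points it called 92 of the 200 and 14 unchanged islands. The dispersion not below 1 gave 51 and 0, the moderated dispersion 178 and 5, and limma 156 and 20. Rises of 30 points from such levels were therefore mostly missed by every one of these tests. Falls, rises from other levels and the coverage of the exogenous VHL samples were not simulated. With a single spread for all levels, the number of false calls at islands of very low level may differ from that found here.

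The rule for named islands was, per comparison and direction, up to 3 islands with a limma adjusted p-value under 0.05 and non-overlapping groups, by difference of means. Where none passed, up to 2 with non-overlapping groups and the largest difference were named as not past the threshold.

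Clone numbers pair the mutant and exogenous VHL samples, as read from the clone numbers in the sample titles. The deviations of samples of one clone from their group means correlated across islands at 0.131, 0.0801 and 0.0619 for clones 12, 30 and 44, against -0.0955 to 0.0185 for samples of different clones. Wild type replicates have no such partner. No replicates appeared to be the same counts entered again, with a mean chi-square per island of 5.68 to 9.33 between replicates of a group. This chi-square takes calls as independent, and linked calls of a read raise it, so a library sequenced again was not excluded. The labels used here give no sequencing batch.

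Alternatives left out each replicate in turn, changed the logit offset, scale, variance model and normalization in limma, used all 9 samples in the fit, autosomes only, islands of 5% or more, other thresholds, weights and centring, and the clone as a block. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Groups of 3 were not tested for outlying samples.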

Results

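CpG island methylation was profiled by sequencing in 9 samples of Caki-1, an established human kidney cancer cell line. CpG islands are stretches of DNA rich in CpG sites, and each call scores a CpG site in a read as methylated or unmethylated. The chemistry that separated these states is not stated in the labels used here. The gene edited in these cells was VHL, which encodes a tumour suppressor that is often inactivated in kidney cancer. The samples fell into 3 groups of 3. The first group held 3 replicates of the unedited line with wild type VHL. The second held clones 12, 30 and 44, clones grown from sparsely seeded cells and carrying a frameshift in VHL after CRISPR/Cas9 editing. The third held the same clone numbers after delivery of an exogenous VHL gene by a viral vector. No unedited clone was analysed here, so cloning and VHL state were not separated by the comparisons with the wild type.

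Methylated and unmethylated calls were given per CpG island for 27685 islands. The total number of calls, in M (mega), was 21.4, 17.6 and 31.4 M in wild type replicates 1, 2 and 3. It was 5.71, 10.2 and 7.74 M in mutant clones 12, 30 and 44, and 21.5, 19.7 and 18.3 M in the exogenous VHL samples of those clones. Depth therefore differed between the groups, with 7.89 ± 2.25 M calls (SD, n = 3) in the mutant group against 23.4 ± 7.15 M in the wild type and 19.8 ± 1.63 M with exogenous VHL. At least 10 calls in every sample were present at 26673 islands, which are the islands used below unless stated. The median island in them held 606 ± 179 calls in the wild type, 215 ± 60.6 in the mutant and 545 ± 44.5 with exogenous VHL (SD, n = 3).

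Calls were not spread over the chromosomes alike in all clones. Chromosome 9 held 0.796 times its wild type share of calls in clone 12, both in the mutant sample and with exogenous VHL. Chromosome 13 was low in clone 30, at 0.865 times the wild type share in the mutant sample and 0.854 times with exogenous VHL. It was also low in clone 44, at 0.783 and 0.831 times. Chromosome 21 was at 0.814 times in the mutant sample of clone 44 and at 0.988 times in the exogenous VHL sample of the same clone. On no other autosome did a clone sample depart from the wild type share by more than 10%. The X chromosome was at 1.07 to 1.12 times in the mutant samples and at 1.06 to 1.09 times with exogenous VHL.

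**Figure D1:**
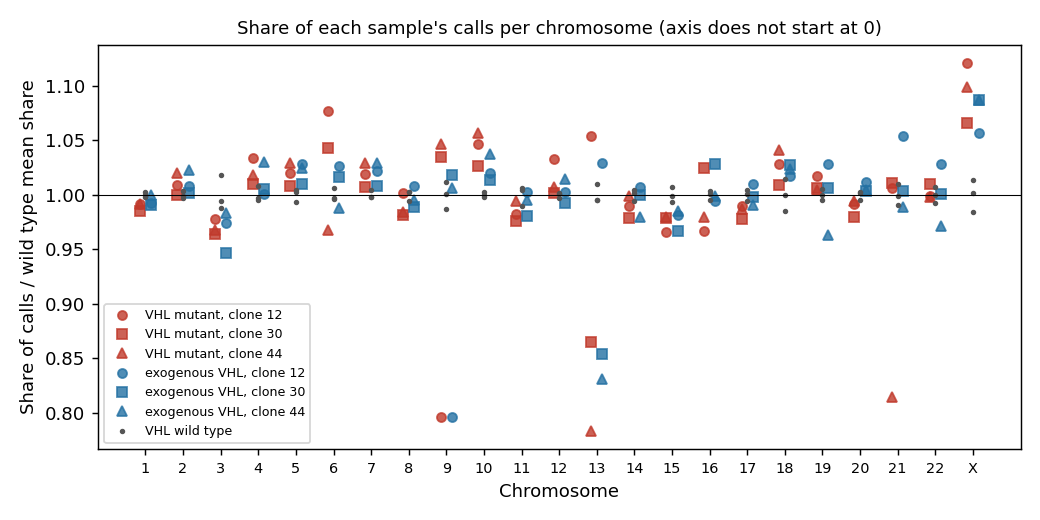
Each chromosome's share of a sample's calls, divided by the mean share in the 3 wild type replicates (y axis, a ratio that does not start at 0), against the chromosome (x axis, Y left out). Red symbols are mutant samples, blue symbols exogenous VHL samples and grey points the single wild type replicates; clone 12 lies at 0.796 on chromosome 9 in both groups.

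The first comparison asked whether CpG islands were more methylated in cells with mutated VHL than in the wild type. When each island counted once, mean methylation was 44.6% ± 0.167 (SD, n = 3) in the wild type and 45.2% ± 0.176 in the mutant clones. The difference of 0.589 percentage points exceeded the spread of either group, and all mutant samples lay above all wild type samples. The two-sided exact permutation test gave p = 0.1, which is the smallest value that 3 samples against 3 allow. The weighting moved this difference most. When every call counted once, methylation was 30.1% ± 1.04 in the wild type and 36.3% ± 0.261 in the mutant (SD, n = 3), a difference of 6.17 points (exact two-sided permutation p = 0.1).

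The second comparison asked whether exogenous VHL changed methylation in the mutant clones. Mean methylation with exogenous VHL was 45.4% ± 0.481 (SD, n = 3), which was 0.227 points above the mutant mean (exact two-sided permutation p = 0.5). Within clones, the difference was -0.107 points in clone 12, 0.545 in clone 30 and 0.244 in clone 44. This difference did not exceed the spread between clones. Without the exogenous VHL sample of clone 30 it was 0.0289 points. Counted per call, methylation with exogenous VHL was 37.3% ± 1.29 and lay 1.05 points above the mutant (exact two-sided permutation p = 0.2).

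The third comparison set the exogenous VHL samples against the wild type. They were higher by 0.816 points when each island counted once and by 7.23 points when every call counted once. Both gave p = 0.1 in the exact two-sided permutation test, with all exogenous VHL samples above all wild type samples.

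**Figure D2:**
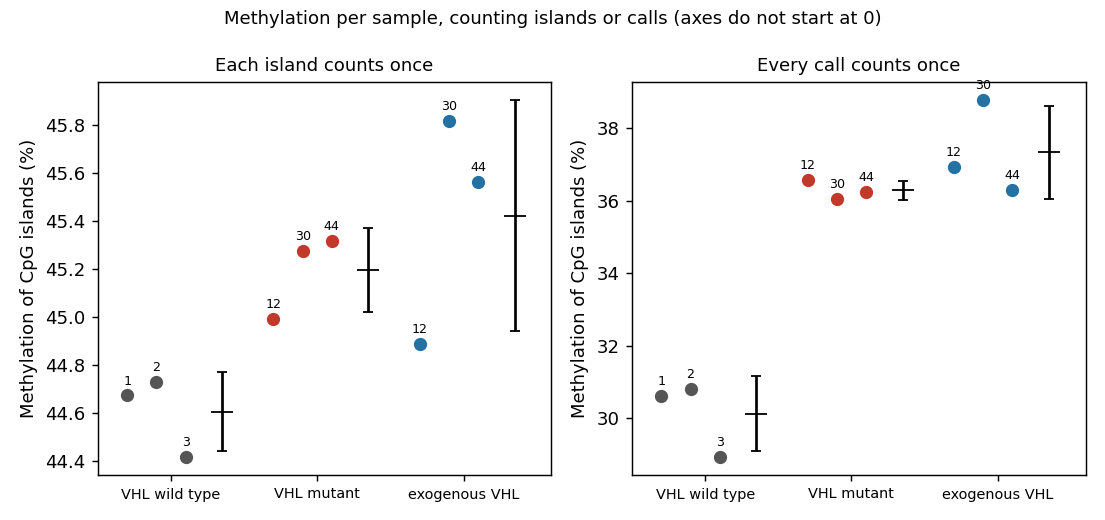
Methylation of CpG islands per sample in percent (y axes, which do not start at 0), with each island counted once on the left and every call counted once on the right. Points are samples, numbered by replicate or clone, and bars are the group mean ± SD (n = 3). The mutant and wild type means differ by 0.589 points on the left and by 6.17 points on the right.

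The size of the difference depended on the methylation level of the island. Classes of level were drawn from the mean over all 9 samples, after the data had been seen. The 10458 islands under 5% differed by 0.0983 points between mutant and wild type and by 0.0710 points between exogenous VHL and wild type. The 3843 islands from 20 to 80% averaged 46.7% ± 0.792 in the wild type, 50.6% ± 0.496 in the mutant and 51.9% ± 1.33 with exogenous VHL (SD, n = 3). In this class the mutant was 3.81 points and the exogenous VHL group 5.13 points above the wild type, each with an exact two-sided permutation p = 0.1. Exogenous VHL lay 1.32 points above the mutant (exact two-sided permutation p = 0.3). At the 10831 islands of 80% or more, the mutant fell by 0.321 points against the wild type (exact two-sided permutation p = 0.1) and exogenous VHL fell by 0.265 points (exact p = 0.6).

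**Figure D3:**
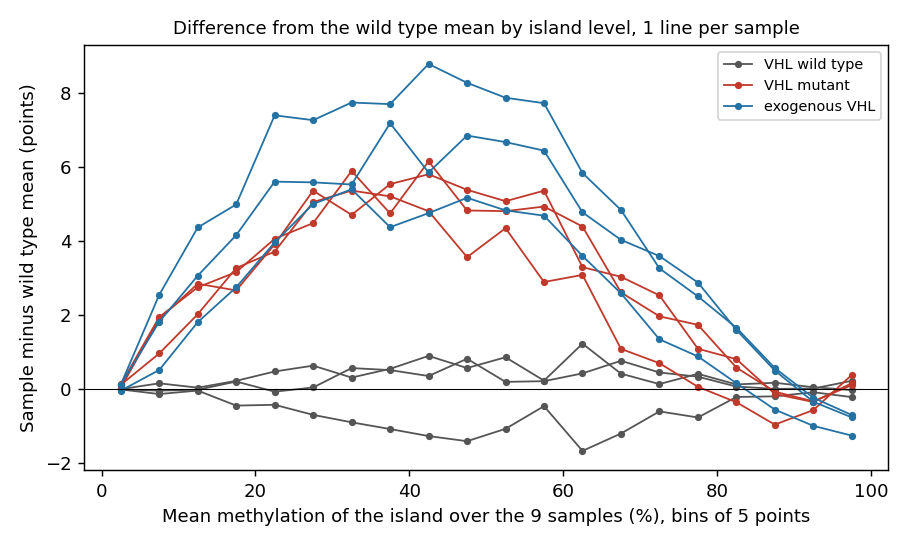
Mean of each sample minus the wild type mean in percentage points (y axis), for islands binned by their mean methylation over the 9 samples in steps of 5 points (x axis, percent). Each line is 1 sample, grey for wild type, red for mutant and blue for exogenous VHL. Over islands from 20 to 80% the mutant mean is 3.81 points above the wild type, and over islands of 95% or more the difference of exogenous VHL from it is -0.901 points.

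Islands were also compared one by one with a quasi-binomial logistic model of the calls, with Benjamini-Hochberg adjustment over 26673 islands. Between mutant and wild type, 7 islands had an adjusted p-value under 0.05, of which 2 were higher and 5 lower in the mutant. With calls thinned to equal coverage there were 40 higher and 29 lower. Between exogenous VHL and mutant there were 28, of which 26 were higher and 2 lower. That direction was not kept with thinned calls, which gave 25 higher and 29 lower. Nor was it kept without mutant clone 12 (10 higher, 13 lower) or mutant clone 30 (0 higher, 1 lower). It was kept with centred samples (34 higher, 1 lower) and with the clone as a block (1824 higher, 615 lower). Leaving out exogenous VHL clones 12, 30 and 44 also kept it, with 164, 139 and 146 higher and 3, 6 and 4 lower. Between exogenous VHL and wild type there were 5, of which 3 were higher and 2 lower. An unadjusted p-value under 0.05 was found at 1991, 1459 and 2468 islands in the same order. These calls lay almost entirely at islands with few methylated calls. The mean level was under 5% at 6 of the 7, 26 of the 28 and 5 of the 5 islands. All of them had an estimated dispersion below 1, that is, less spread between replicates than counting gives. When the dispersion was not allowed below 1, without moderation, no island passed in any comparison. An unadjusted p-value under 0.05 was then found at 1058, 490 and 1584 islands. With the dispersion also moderated across islands, 0, 0 and 38 passed. The 38 were all higher with exogenous VHL than in the wild type, at a median level of 42.1%. Leaving out wild type replicate 3 moved the first count most, to 105 (8 higher, 97 lower), and the clone as a block moved the second most, to 2439.

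A count that needs no model was made of islands whose 3 values in one group all lay above the 3 in the other and whose means differed by at least 10 points. Between mutant and wild type there were 552 such islands, 469 higher and 83 lower in the mutant. Between exogenous VHL and mutant there were 227, with 161 higher and 66 lower. Between exogenous VHL and wild type there were 592, with 572 higher and 20 lower. After each sample was centred on its median, the split became 120 higher and 330 lower for mutant against wild type, 132 and 96 for exogenous VHL against mutant, and 97 and 155 for exogenous VHL against wild type. The centring moved every island of the clone samples, including islands that had not risen, by the shift of their median, which on the log2 odds scale was 0.34 ± 0.02 in the mutant and 0.39 ± 0.10 with exogenous VHL relative to the wild type (SD, n = 3). Non-overlap at any difference was found at 12.6%, 9.64% and 14.5% of islands in the 3 comparisons. Chance alone gives 10% for independent samples without ties. Ties between the groups, as can occur at islands without methylated calls, did not count as non-overlap, which lowers that share. Mutant and exogenous VHL samples also share clones, so 9.64% cannot be read as a share at or below chance. A threshold of 20 points moved the first count most, to 85.

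**Figure D4:**
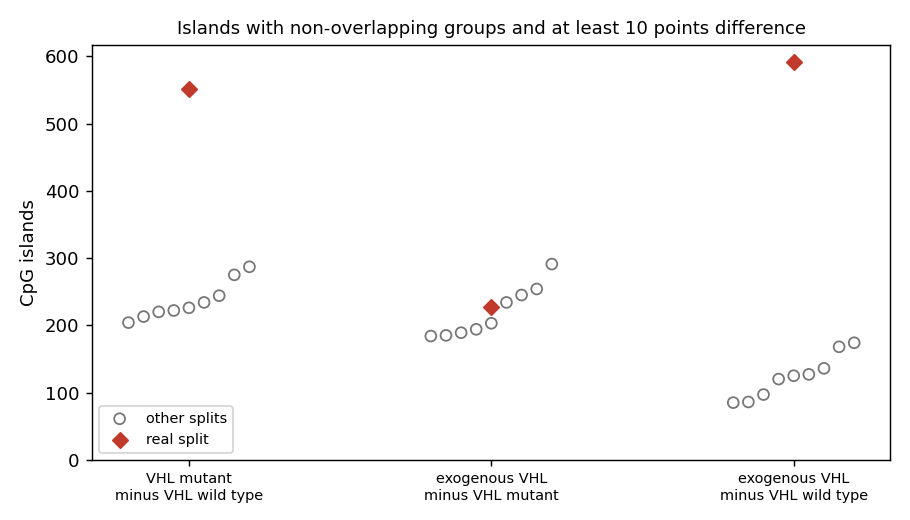
Number of CpG islands with non-overlapping groups and at least 10 points difference (y axis) in each comparison (x axis). Red diamonds are the real groups and open circles the other splits of the same 6 samples into groups of 3; the real count is 552 against at most 287 for mutant and wild type, 227 against at most 291 for exogenous VHL and mutant, and 592 against at most 174 for exogenous VHL and wild type.

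Among islands whose means differed by at least 1 point, 55.5% were higher in the mutant than in the wild type, 52.5% were higher with exogenous VHL than in the mutant, and 58.9% were higher with exogenous VHL than in the wild type. Centring on the sample median turned these shares to 23.3%, 44.9% and 17.4%.

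Single islands are named by a rule set in advance, with coordinates as the table gives them. The genome build is not stated with the table, so no gene was assigned to any island. One island passed limma on the log2 odds scale in both comparisons that involve the mutant group, on chromosome 8 from 11872118 to 11872779. It was methylated at 28.3% ± 5.45 in the wild type and at 20.9% ± 2.33 with exogenous VHL (SD, n = 3), and it had no methylated call in any mutant sample. The limma adjusted p-value was 0.0201 for mutant against wild type and 0.00419 for exogenous VHL against mutant. Over the limma settings run, the adjusted p-value ranged from 0.000108 to 0.250 in the first and from 0.000262 to 0.568 in the second, so passing depended on the setting. In the logistic model, with the same Benjamini-Hochberg adjustment as limma, the adjusted p-values were 0.359 and 0.0888. The mutant values rested on 0 of 45 calls in clone 12, 0 of 136 in clone 30 and 0 of 106 in clone 44, which allow shares of up to 6.67%, 2.21% and 2.83%. Coverage of this island was also lower in the mutant, at 11.6 ± 3.26 calls per M against 24.7 ± 10.6 in the wild type and 18.6 ± 2.74 with exogenous VHL (SD, n = 3).

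At the logit offset of 0.01 no other island was past the threshold in limma in any of the 3 comparisons, and the following had non-overlapping groups with the largest differences. For mutant against wild type, an island on chromosome 13 from 113622737 to 113623660 was at 76.2% ± 8.58 in the mutant and 40.9% ± 4.79 in the wild type, and at 51.8% ± 4.56 with exogenous VHL (SD, n = 3). An island on chromosome 10 from 104168558 to 104169153 was at 65.6% ± 12.4 in the mutant and 31.7% ± 10.7 in the wild type. For exogenous VHL against mutant, an island on chromosome 22 from 50608207 to 50608660 fell to 15.2% ± 3.33 from 46.1% ± 7.64. An island on chromosome 7 from 41745178 to 41745462 was at 52.5% ± 8.91 with exogenous VHL, against 81.3% ± 7.66 in the mutant and 71.9% ± 6.71 in the wild type, and was named for exogenous VHL below the wild type as well. For exogenous VHL against wild type, an island on chromosome 6 from 10410109 to 10410690 was at 70.3% ± 22.6 and 23.7% ± 3.46. The mutant samples at that island ranged from 23.5% in clone 12 to 73.9% in clone 30. An island on chromosome 12 from 54473305 to 54473562 was at 59.5% ± 17.7 with exogenous VHL and 28.0% ± 8.80 in the wild type. An island on chromosome 8 from 143530645 to 143530872 was at 31.1% ± 5.49 with exogenous VHL and 53.8% ± 9.99 in the wild type, on 27 to 122 calls per sample. The limma adjusted p-values of these islands in their comparisons lay between 0.357 and 0.874.

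The next comparison asked whether islands that were higher in the mutant returned after exogenous VHL. Islands were chosen as at least 10 points above the wild type mean in 1 mutant clone, and the change was measured in the other clones, so that the libraries that chose an island did not measure it. Exogenous VHL lay above the mutant by 1.69 points at the 1363 islands chosen in clone 12, by 0.715 points at the 1254 chosen in clone 30 and by 1.40 points at the 1245 chosen in clone 44. The mean was 1.27 ± 0.499 points (SD, n = 3 choices, which share libraries). Against wild type libraries not used to choose them, the islands chosen in clones 12, 30 and 44 lay 4.34, 4.40 and 4.45 points higher in the mutant and 5.94, 5.07 and 5.76 points higher with exogenous VHL. All islands from 20 to 80%, chosen or not, lay 3.81 points higher in the mutant than in the wild type. Exogenous VHL lay 1.32 points above the mutant there. The choice thus picked out islands raised in the measured clones only weakly, and the test says little on whether raised islands return. When the islands were chosen and measured over the same clones, the difference of exogenous VHL from the mutant was -4.73 points, the opposite direction.

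Across the 26673 islands, which are not independent replicates, the difference of mutant from wild type correlated with the difference of exogenous VHL from wild type at Pearson r = 0.634. Both differences use the same wild type samples, and simulated unchanged groups measured against those samples gave r = 0.466 ± 0.00907 (SD, 20 simulations). Taking 1 library of different clones for each difference gave r = 0.354 on average. Single libraries of the same clone gave 0.409 and simulated unchanged ones 0.226 ± 0.00538 (SD, 20 simulations). With the wild type replicates divided between the differences, r was 0.290 on average and lay between 0.273 and 0.318 over 6 divisions, where simulated unchanged groups gave -0.00162 ± 0.0117. Those differences still shared their clones. With the wild type divided and single libraries taken, r was 0.198 on average for the same clone and 0.156 for different clones. The 0.156 shares neither clone nor wild type library.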

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

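The differences in mean island methylation kept their sign under every alternative run, though their size followed the weighting. With the median over islands they were 5.66 points for mutant minus wild type, 0.878 for exogenous VHL minus mutant and 6.54 for exogenous VHL minus wild type. The sample medians averaged 34.3% in the wild type and 40.0% in the mutant. Only 14.4% of islands lay from 20 to 80%, against 39.2% under 5% and 40.6% at 80% or more. With few islands near it the median moves far, so 5.66 points is not the shift of a typical island. With every call counted once, an alternative chosen after seeing the data, the differences were 6.17, 1.05 and 7.23. Islands of 5% or more gave 0.906 and 1.30, and weights by length 1.17 and 1.43, for the mutant and for exogenous VHL against the wild type. A coverage minimum of 100, also chosen after seeing the data, gave 0.855 for mutant minus wild type. Leaving out each replicate gave 0.494 to 0.690, 0.0289 to 0.495 and 0.618 to 1.08 points in the same order. For exogenous VHL minus mutant single samples moved the value, to 0.0289 without exogenous VHL clone 30, 0.495 without exogenous VHL clone 12, 0.158 without exogenous VHL clone 44 and 0.126 without mutant clone 12. With clones as pairs this mean was 0.227, with an exact paired p of 0.5 where 0.25 is the smallest possible.

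The number of islands with an adjusted p-value under 0.05 depended on how the dispersion was handled, on the depth and on single libraries. With the dispersion not below 1 it was 0 in all 3 comparisons, and with it both moderated across islands and not below 1 it was 0, 0 and 38, the 38 all higher with exogenous VHL than in the wild type by 2.66 to 24.3 points. At an unadjusted p-value under 0.05 the first gave 1058, 490 and 1584 islands and the second 1973 and 1117 where it called 0. Islands of 5% or more gave 1, 0 and 0 (773 and 1747 unadjusted for the zeros), and a difference of at least 10 points as well gave 1, 1 and 0 (2468 unadjusted for the last). All 9 samples in the fit gave 0 (2182 unadjusted), 5 and 18, and thinned calls gave 69 (40 higher, 29 lower), 54 (25 and 29) and 57 (29 and 28). For exogenous VHL minus wild type, centring gave 8 and a coverage minimum of 100 gave 8. limma with offsets 0.01 and 0.001, the untransformed fraction, trend and robust variance, quantile normalization and all 9 samples each gave 1 for mutant minus wild type, and offset 0.05 gave 0 (2014 unadjusted). That island was lower in the mutant, except with the untransformed fraction, where another island was called and was higher. For exogenous VHL minus mutant these limma settings gave 1, except 3 with offset 0.001 and 0 with the untransformed fraction (1293 unadjusted). For exogenous VHL minus wild type all 7 limma settings gave 0, with 1612 to 2707 unadjusted. Thinning, the floor of 1, moderation with that floor, the coverage minimums, and limma with all 9 samples were chosen after seeing the data.

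Leaving out each replicate moved these counts from 0 to 105, from 0 to 167 and from 12 to 31. For mutant minus wild type there were 0 without mutant clone 12 (1712 unadjusted), 2 without clone 30 or 44, and 61, 99 and 105 (8 higher, 97 lower) without wild type replicates 1, 2 and 3. For exogenous VHL minus mutant there were 167, 145 and 150 without exogenous VHL clones 12, 30 and 44, and 23 (10 higher, 13 lower), 1 and 0 without mutant clones 12, 30 and 44 (1553 unadjusted for the last). For exogenous VHL minus wild type there were 30, 23 and 12 without exogenous VHL clones 12, 30 and 44 and 14, 25 and 31 without wild type replicates 1, 2 and 3. Such fits have fewer residual degrees of freedom, and the cause of the rise in some of them was not tested.

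With the clone as a block, exogenous VHL minus mutant gave 2439 islands in the logistic test. All 2439 had a dispersion below 1 and 2354 a level under 5%, with a median of 3 methylated calls over the 6 samples. With the block and the dispersion not below 1 there were 0 (193 unadjusted), and limma with the block gave 0 (1260 unadjusted), both chosen after seeing the data. The block gave 367 islands with paired differences of one sign averaging at least 10 points, where 227 had non-overlapping groups. Paired signs are a weaker demand than non-overlap. The share of islands higher was 52.3% with the block.

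The share of islands higher moved with the threshold and the centring. At 5 points or more it was 70.9%, 61.8% and 87.8% in the 3 comparisons, and with centred samples 23.3%, 44.9% and 17.4%, so that centring changed the side of 50% in all of them. By construction it lowers every island of a sample whose median is higher, and that median lay among the few islands of intermediate level. A coverage minimum of 100 gave 61.8% for mutant and 67.4% for exogenous VHL against the wild type. Leaving out each replicate gave 52.9% to 57.7%, 47.9% to 59.1% and 54.4% to 64.4%, and the share for exogenous VHL minus mutant went below 50% without exogenous VHL clone 30 (47.9%) and without mutant clone 12 (49.4%).

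Islands with non-overlapping groups numbered 85, 24 and 60 at 20 points or more. With centred samples there were 252 for exogenous VHL minus wild type, and with a coverage minimum of 100 there were 143 for exogenous VHL minus mutant. Leaving out each replicate gave 750 to 941, 337 to 617 and 630 to 924, since fewer samples overlap less often. The counts that moved by more than 1.5 times were 904, 941 and 910 without mutant clones 12, 30 and 44 in the first comparison, 416 and 362 without exogenous VHL clones 12 and 30 and 476, 617 and 569 without mutant clones 12, 30 and 44 in the second, and 924 without exogenous VHL clone 12 in the third.

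The return after exogenous VHL reversed to -4.73 points when islands were chosen and measured over the same clones. By construction that choice takes in islands whose mutant values were high by chance. With centred samples it was 0.670, and leaving out each wild type replicate gave 1.13 to 1.24 points. The correlation of both differences from the wild type was 0.535 as Spearman's rho, 0.354 with single libraries of different clones in the differences (0.226 in simulated unchanged ones, a reference added after seeing the data) and 0.685 with a coverage minimum of 100.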

Other observations

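The tests below on call weighting, depth with exogenous VHL, conversion, wild type slopes, exogenous VHL, loss of calls and clone numbers were chosen only after the results they bear on had been seen. Those on depth in the mutant, copy number, X-linked islands, the island on chromosome 8 and the splits of the samples were written before their values were seen.

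The difference in call-weighted methylation came mostly from where the calls fell. When every island kept its wild type share of the calls, the mutant was 31.3% ± 0.0824 and the wild type 30.1% ± 0.221 (SD, n = 3), a difference of 1.20 points in place of 6.17. A different distribution of calls between islands thus accounted for 80.5% of the difference for the mutant and 80.2% for exogenous VHL. The preference of a library for islands of 80% or more over islands under 5%, as the log2 ratio of its coverage to the wild type mean, was 0.41 ± 0.02 in the mutant, 0.48 ± 0.09 with exogenous VHL and 0.00 ± 0.06 in the wild type. What made the libraries differ in this way was not tested.

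A rise remained at islands from 20 to 80%, by 3.81 points in the mutant and 5.13 points with exogenous VHL. Incomplete conversion in the clone libraries, if bisulfite was used, would have to leave 7.16% of unmethylated sites unconverted to give that rise in the mutant, and would then raise islands under 5% by 7.12 points. Those islands rose by 0.0983 points, which argues against it. For exogenous VHL, unequal depth is argued against by libraries of 18.3 to 21.5 M calls, inside the wild type range of 17.6 to 31.4 M, that lay 5.13 points above the wild type with no overlap. For the mutant, depth stays open, since all its libraries were shallower, and thinning, which gave 3.86 points, leaves the expected share of an island as it was. Copy number changes of the clones are argued against by the 3135 islands on autosomes other than 9, 13 and 21, where the difference was 3.73 points. A state that exogenous VHL reverses would have brought a fall from the mutant, and instead exogenous VHL was 1.32 points higher on average and higher in each clone, by 0.508 points in clone 12, 2.29 in clone 30 and 1.16 in clone 44. VHL protein or activity was not measured in these data, so a lack of function of the added gene stays open.

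Calls shifted towards methylated sites within islands remain a candidate explanation of this rise. Among the wild type replicates, intermediate methylation went with the preference for methylated islands at 12.3 points per log2 unit, which predicts 5.01 points for the mutant, where 3.81 were observed, and 5.87 for exogenous VHL, where 5.13 were observed. Pairs of replicates gave slopes of 12.3 to 12.7. They are 3 libraries, and the preference of every clone library lies outside the wild type range, so a shift of calls cannot be told apart from a change of methylation in the clones. Islands of 80% or more, which such a shift alone would raise, fell by 0.321 points in the mutant without overlap. With exogenous VHL they fell by 0.265 points, overlapping the wild type. Islands from 5 to 20% rose by 2.28 and 2.72 points, as a shift would give. The fall in the mutant goes against a shift as the only cause at islands of 80% or more, and leaves it open at intermediate islands. Within clones, the preference changed by 0.06, 0.16 and -0.01 from mutant to exogenous VHL in clones 12, 30 and 44, where intermediate islands rose by 0.508, 2.29 and 1.16 points. Mutant clone 12 had the highest preference of the mutants, 0.43, and the lowest intermediate mean, below 50.8% in clones 30 and 44. The change in clone 44 and the level of mutant clone 12 go against the slope, while the changes in clones 12 and 30 have its direction, and single libraries do not exclude it. Islands of 80% or more go against such a shift as the only cause in the mutant. There the mutants, at 90.76 to 91.16%, lay below every wild type replicate, at 91.23 to 91.43%. With exogenous VHL the range, 90.52 to 91.40%, overlapped the wild type. At the 7454 islands from 90 to 95%, however, its samples lay -0.987 to -0.228 points from the wild type mean, below every wild type replicate. They also lay below every replicate at the 397 islands of 95% or more, where the mutant overlapped the wild type. From 80 to 85% they lay above every replicate, as a shift would give. Islands of 90% or more thus go against a shift as the only cause with exogenous VHL too. A test on islands that lost calls did not decide. Among intermediate islands of the same level, islands that lost calls in the mutant rose more, with a slope of -1.86 ± 0.368 points per log2 of calls (bootstrap SE, 500 draws), and of -1.76 ± 0.377 with exogenous VHL, as a loss of unmethylated fragments would give. Wild type replicates 1 and 2 against replicate 3 gave 0.119 ± 0.459 and replicate 1 against 2 gave -0.709 ± 0.348, and these libraries differ little in preference. Exogenous VHL against the mutant gave no such slope, at -0.0217 ± 0.384, although its intermediate islands were 1.32 points higher. The mean preference of those groups differed by 0.07. Cloning, passage and selection, which differ between the wild type and both clone groups, were not tested and stay open, as does the loss of VHL.

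The rise grew with island length. Among islands from 20 to 80%, the mutant was 2.02 points above the wild type in the shortest of 4 equal classes of length, 201 to 358 bp (exact two-sided permutation p = 0.2). It was 5.42 points above in the longest, from 1298 bp (exact p = 0.1). The wild type level also differed, at 55.4% in the shortest class and 42.1% in the longest. The rise itself was 4.90 points at islands from 20 to 50% and 2.65 points from 50 to 80%. Length was therefore not separated from level, and no explanation of the rise with length was tested.

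X-linked islands rose by 2.86 points in the mutant, against 0.525 points on the autosomes. Of the 744 X-linked islands 59.0% lay between 20 and 80%, against 13.1% on the autosomes. Set against autosomal islands of the same level, the excess of X was 0.263 points (exact two-sided permutation p = 0.5), so the higher share of intermediate levels may account for it.

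Samples of one clone shared their low chromosomes. The chromosome shares of mutant and exogenous VHL samples, as deviations from the group mean over 22 autosomes, correlated at 0.959, 0.698 and 0.790 for clones 12, 30 and 44, and each sample matched its own clone best. That argues against crossed or mislabelled clone numbers. Clones 30 and 44 were less distinct, with 0.619 between the mutant sample of clone 44 and the exogenous VHL sample of clone 30. An exchange of mutant and exogenous VHL samples within a clone would not show here. The low share of chromosome 21 in mutant clone 44 was not shared by its exogenous VHL sample.

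The island on chromosome 8 from 11872118 to 11872779 was the only one with no methylated call in a whole group and at least 10% methylation in all other samples, counting all 3 groups in turn. Fragments lost from the mutant libraries are a possible explanation. The mutant libraries had 11.6 calls per M (mega) there, from 7.88 to 13.7, and every other library had more, from 14.8 upwards. A loss of methylated fragments and a loss of methylation both leave unmethylated calls alone, and the gap between the groups was narrow, so a change of methylation at this island stays open. With the clone as a block in limma the adjusted p-value for exogenous VHL against mutant was 0.568, in a range of 0.000262 to 0.568 over the limma settings.

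Other splits of the 6 samples of each comparison were counted, where 10 splits cannot give a share under 0.1. As many islands with an adjusted p-value under 0.05 as in the real groups were given by 1 of the 10 splits for mutant against wild type, the real one, and by 1 of the 10 for exogenous VHL against mutant. For exogenous VHL against wild type 8 of the 10 splits gave as many as the real 5, up to 14. At an unadjusted p-value under 0.05, the real groups of exogenous VHL against mutant gave the fewest, 1459 against 1524 to 2000 in the others. The real groups gave the most in both comparisons with the wild type, 1991 against 1646 to 1985 for the mutant and 2468 against 1278 to 1505 for exogenous VHL. For islands with non-overlapping groups and at least 10 points, 1 of the 10 splits gave as many in each comparison with the wild type. For exogenous VHL against mutant 5 of the 10 did, up to 291 against the real 227. Of the 4 splits that part all 3 clone pairs, the real one gave the most, with 185 to 203 in the others, and the splits above it keep at least 1 pair together.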
